A study of Mus musculus with 84 samples. Its data were reported in "Adipose tissue retains an epigenetic memory of obesity after weight loss" (2024).

How the data were processed

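Nuclei of genetically labelled adipocytes were isolated from mouse epididymal fat and profiled by CUT&Tag, in which an antibody directs a DNA-cutting and tagging enzyme to a histone mark, for H3K4me3, H3K27me3, H3K27ac and H3K4me1. Each of the 84 libraries was represented by 1 peak list. According to the methods of the study, the authors trimmed the reads, aligned them to the mouse genome build GRCm38, made coverage tracks and called peaks separately in each library with SEACR in stringent mode, with a numeric threshold of 0.01 that keeps the top 1% of signal blocks by total signal, and with no control track stated. Replicates were not pooled. The deposited lists give each peak's position, its total signal, which is the coverage summed over its base pairs, and its highest coverage. The values were whole numbers in 84 of 84 libraries, as unscaled fragment coverage is, so signal was not comparable between libraries. It was not compared, apart from ratios taken within a library and a test of the smallest total signal of a listed peak as a sign of depth. Duplicate reads were marked, and it is not stated whether they were removed before the peaks were called. A mitochondrial peak and a well-known high-signal region on chromosome 2 were present in 84 of 84 lists, so the lists appear to precede any removal of blacklisted regions, and no blacklist was used here.

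The study states only a minimum number of reads per sample. Read totals were not used here, and the depth of each library above that minimum is unknown. The mean coverage within peaks ranged from 4.89 to 77.7 fragments between libraries, and the smallest total signal of a listed peak from 2826 to 21916. A site without a peak is therefore a site that did not reach the top 1% of blocks in that library, and not a site shown to lack the mark. Peak lists hold no read counts, so the count model of the study was not run, and the precision of every comparison rests on the number of libraries alone.

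Groups were taken from the sample titles. For 4 H3K4me3 libraries of the 25-week cohort (CC_l replicate 2, HH replicate 2, HH replicate 3 and CCC replicate 3) the treatment field names another group (HH, CCC, CC_l and HH). The titles were used, and the treatment field was run as an alternative. It is not stated whether libraries of the 12-week and 25-week cohorts were prepared together. Cohort and library preparation therefore cannot be separated, and group labels were permuted only within a cohort.

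Promoters were windows of 2000 bp on either side of each transcription start site (TSS) of 21851 protein-coding genes of the GENCODE annotation for GRCm38 (41438 start sites, 1 value per gene). Distal H3K4me1 regions were those of the 70779 merged H3K4me1 regions of all libraries that touched no promoter window and no H3K4me3 peak of any library, which left 26064 regions with a median width of 2067 bp. A site was marked in a library when at least 1 bp of a peak overlapped it. It was called gained when marked in every library of the diet group and in no library of the age-matched control group, and lost when the reverse held. Retained sites were gained, or lost, both in the obese and in the weight-loss comparison of a cohort.

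The persistence score took the sites gained and lost in obese libraries (H against C, HH against CC_l) and measured them in other animals. It is the share of gained sites marked in weight-loss libraries minus that in their age-matched controls, minus the same difference over lost sites, averaged over the cohorts, in percentage points. Similarity was the Jaccard index of 2 peak sets, the shared base pairs over the base pairs in either set. Peak number and width were compared on the log2 scale, without a pseudocount. All p-values are from exact permutation tests, two-sided, with labels permuted within cohorts and the difference averaged over cohorts, and the threshold was 0.05. Depending on the group sizes the smallest p-value such a test can give was 0.005, 0.01 or 0.0167 when both cohorts entered, and 0.1 or 0.333 within 1 cohort. For the marker lists, where libraries share values, ties raise it further. Adjusted values are Benjamini-Hochberg values over the tests of a family.

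The named promoters and regions followed a rule fixed before the data were examined: 6 promoters that the study gives as examples (Gpam, Cyp2e1, Acacb, Icam1, Lyz2 and Tyrobp), and per mark and direction at most 4 retained sites, those of both cohorts first, ordered by the sum over the 4 comparisons of the share of diet libraries marked minus the share of control libraries marked, with ties in genomic order. Genes whose promoter window overlaps that of another gene are named with it. A site that this rule selects is not reported here. The marker lists of 9 cell types (adipocyte, macrophage, lymphocyte, endothelial, mesothelial, progenitor, mural, epithelial and neuron) were fixed at the same time. So were the tests, apart from those named below as chosen later, and the alternatives listed next. These alternatives were equal numbers of peaks per library within a mark and cohort (the top peaks by total signal), the top 50% of peaks, coverage of at least 20% of a site, windows of 500 bp around the TSS, a share difference of 0.6 in place of the all-or-none rule, all controls of a cohort, autosomes only, merging of peaks under 1000 bp apart, 5000 bp bins for similarity, a replicate block, the treatment field and leaving out each library in turn. Reducing each peak of the equal-number lists to 100 bp on either side of its summit was added after the data had been seen, as were equal-number lists for peak width and for the mitochondrial share.

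The procedure was tested on simulated libraries made from the observed site frequencies and library totals with 400 changed sites, in 100 runs per mark. The rule recovered 73.6% of changed H3K4me3 promoters for H against C and 81.4% for HH against CC_l. Changed sites were simulated as marked in nearly every library of the higher group and in nearly none of the other. The recovered share follows from that setting and the group sizes, and is not the sensitivity for real changes. Where no change persisted, the persistence test passed the threshold in 4.0% of runs for H3K4me3, 6.0% for H3K27me3, 3.0% for H3K27ac and 1.0% for H3K4me1. Apart from the changed sites, simulated libraries differed only by chance and in their totals. These rates therefore do not cover a property shared by obese and weight-loss libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. The accessibility and translation profiles of the study were not used here.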

Results

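Histone marks were profiled by CUT&Tag in labelled adipocyte nuclei from mouse epididymal fat, to ask whether chromatin changes of obesity persist after weight loss. H3K4me3 lies at active promoters, H3K27ac at active promoters and enhancers, H3K4me1 at enhancers, and H3K27me3 at regions silenced by polycomb proteins. The 84 libraries fell into 8 groups per mark. In the 12-week cohort, H mice were fed a high-fat diet for 12 weeks until 18 weeks of age, and HC mice then returned to chow for 8 weeks and were taken at 26 weeks. C and CC_s mice were their chow-fed controls of 18 and 26 weeks. In the 25-week cohort, HH mice had 25 weeks of high-fat diet and were 31 weeks old, HHC mice had 8 further weeks on chow and were 39 weeks old, and CC_l and CCC mice were the controls of these ages. Of the 32 groups, 20 held 3 libraries and 12 held 2. The groups of 2 were H3K4me3 CC_l, HH and CCC, H3K27me3 H, CC_l, HH and CCC, H3K27ac CC_s, CC_l and CCC, and H3K4me1 CC_l and CCC. The treatment field of 4 H3K4me3 libraries (CC_l replicate 2, HH replicates 2 and 3, CCC replicate 3) disagreed with their titles, and the titles were used.

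The libraries held between 11249 and 46397 peaks, with median widths between 332 and 2658 bp, and covered between 8.54 and 133 Mb. The sequencing depth of each library was unknown beyond a stated minimum. The share of peaks at promoters averaged 55.8% ± 16.5 (SD, n = 21) for H3K4me3, 34.9% ± 3.63 (SD, n = 21) for H3K27ac, 19.2% ± 6.22 (SD, n = 22) for H3K4me1 and 16.9% ± 2.24 (SD, n = 20) for H3K27me3. Libraries of 1 group shared a mean Jaccard index of 0.491 ± 0.0966 (SD) for H3K4me3, 0.254 ± 0.0950 for H3K27me3, 0.348 ± 0.138 for H3K27ac and 0.371 ± 0.127 for H3K4me1. Between groups of 1 cohort these means were 0.452, 0.214, 0.304 and 0.352, so that the gap between replicates and other libraries was smaller than the spread of either.

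The first comparison asked whether the number of peaks differed with diet. The H3K4me3 libraries held 24486 ± 3556 peaks (SD, n = 3) in C, 18453 ± 6332 (SD, n = 3) in H, 16365 ± 4943 (SD, n = 3) in CC_s and 19969 ± 4041 (SD, n = 3) in HC. In the 25-week cohort they held 34001 ± 2511 (SD, n = 2) in CC_l, 35344 ± 1867 (SD, n = 2) in HH, 34702 ± 1007 (SD, n = 2) in CCC and 39126 ± 4027 (SD, n = 3) in HHC. None of the 8 tests (4 marks, obese and weight loss against age-matched controls) passed the threshold. The exact permutation p-values lay between 0.16 and 0.683 and the mean log2 differences between -0.20 and 0.48. Leaving out CC_s replicate 3 moved the weight-loss comparison across the threshold for H3K4me3 (log2 difference 0.36, exact permutation p = 0.03) and for H3K4me1 (0.32, exact permutation p = 0.01). The extreme differences also depended on 1 library. The highest, for H3K27ac after weight loss, was 0.19 without CCC replicate 3, and the lowest, for H3K4me3 in obese mice, was -0.04 without H replicate 3.

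**Figure D1:**
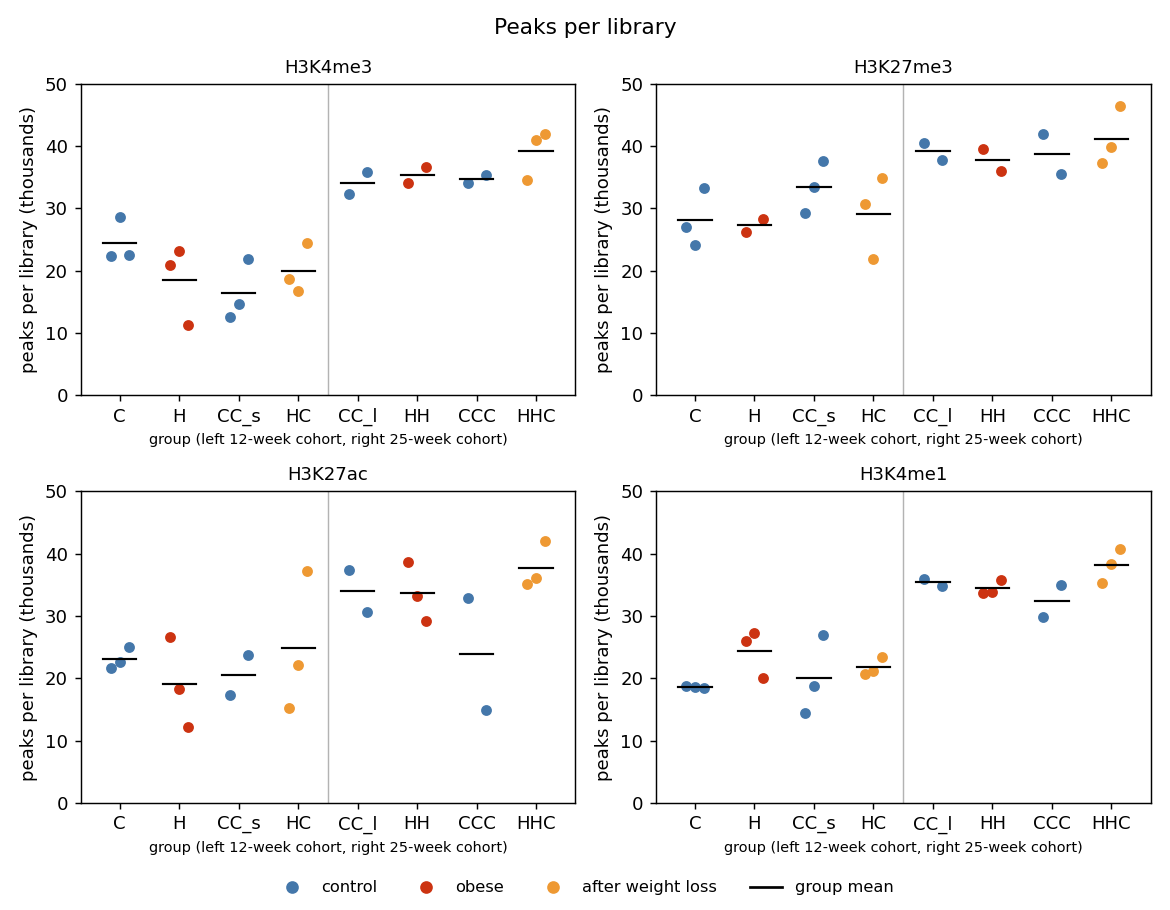
Number of peaks per library (vertical axis, in units of 1000) in each group (horizontal axis), for the 4 marks, with 1 point per library and a line at the group mean. The 84 libraries lie between 11249 and 46397 peaks, and those of the 25-week cohort lie mostly above those of the 12-week cohort.

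The share of peaks at promoters was higher in obese than in control libraries for H3K27ac by 2.32 percentage points (exact permutation p = 0.035, two-sided), and higher after weight loss than in controls for H3K4me1 by 3.63 points (exact permutation p = 0.045). Neither exact test held after adjustment over the 8 tests (adjusted p = 0.178 for both). The windows of 500 bp around the TSS moved the H3K27ac difference most, to -0.04 points (exact permutation p = 0.95). The H3K27ac groups did not overlap in the 12-week cohort (40.04% ± 3.03 in H against 35.6% ± 1.79 in C, SD, n = 3 each), where no split can give an exact permutation p under 0.1, and overlapped in the 25-week cohort.

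The next comparison asked whether peak sets after weight loss resembled those of obese or of control mice more closely. The Jaccard index of weight-loss libraries with obese libraries minus that with age-matched controls was 0.00612 for H3K4me3 (exact permutation p = 0.883), 0.00409 for H3K27me3 (p = 0.95), 0.0331 for H3K27ac (p = 0.75) and 0.00125 for H3K4me1 (p = 0.965), with an adjusted p of 0.965 in each case. In the 12-week cohort the difference was below 0 in 4 of 4 marks, from -0.0437 to -0.0181, and in the 25-week cohort it was above 0 in 4 of 4, from 0.0206 to 0.110. The marks were assayed in the same animals according to the study, so they are not independent. Obese mice were younger than weight-loss mice, whereas the controls were age-matched. A likeness of age may therefore pull the difference toward the controls, which the permutation does not remove. The alternatives that moved it most were 2 omissions for H3K27ac, to 0.0958 without CCC replicate 1 (exact permutation p = 0.225) and to -0.0295 without CCC replicate 3 (exact permutation p = 0.225).

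Gained and lost sites were then counted in each diet group against its age-matched control. For H3K4me3, 1 promoter was gained and 373 lost in H, 70 gained and 4 lost in HC, 288 gained and 105 lost in HH, and 303 gained and 82 lost in HHC. For H3K27me3 the counts were 282 gained and 352 lost in H, 36 and 181 in HC, 229 and 206 in HH, and 299 and 160 in HHC. H3K27ac promoters numbered 32 gained and 423 lost in H, 65 and 109 in HC, 98 and 88 in HH, and 506 and 15 in HHC. Without H replicate 3, 316 H3K27ac promoters were gained and 521 lost in H. Of the distal H3K4me1 regions, 115 were gained and 101 lost in H, 5 and 79 in HC, 214 and 891 in HH, and 311 and 570 in HHC.

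These counts were set against the same comparison between controls of different ages. H3K4me3 promoters gained and lost were 0 and 379 in CC_s against C and 101 and 63 in CCC against CC_l. The corresponding counts were 49 and 26, and 98 and 226, for H3K27me3, 61 and 136, and 4 and 188, for H3K27ac, and 47 and 4, and 227 and 236, for H3K4me1. In 8 of the 16 diet comparisons, the diet groups gave more gained and lost sites than any other split of the same libraries into groups of those sizes. The same held in 3 of the 8 comparisons between controls of different ages. In simulated libraries the rule also called sites that had not been changed, with a mean per run of 148 H3K4me3 promoters for H against C and 371 for HH against CC_l, 183 and 528 for H3K27me3, 210 and 294 for H3K27ac, and 69.9 and 522 distal regions for H3K4me1. The observed totals for H against C were 374, 634, 455 and 216, and those for HH against CC_l were 393, 435, 186 and 1105, so that in HH the H3K27me3 and H3K27ac totals lay below the simulated ones. Simulated sites were drawn independently in each library from frequencies pooled over all groups and both cohorts. Such libraries lack any structure of cohorts or groups beyond the changed sites. The simulated counts are therefore not a calibrated level of chance.

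The balance of gains and losses depended on the number of peaks. With equal numbers of peaks per library, the gained share of the changed sites moved by more than 10 percentage points in 6 of 16 comparisons. It went from 94.6% to 47.9% for H3K4me3 in HC, from 7.03% to 44.9%, 37.4% to 50% and 97.1% to 86.7% for H3K27ac in H, HC and HHC, and from 53.2% to 21.5% and 35.3% to 16.4% for H3K4me1 in H and HHC.

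Retained sites, changed the same way in the obese and in the weight-loss mice of a cohort, were counted next. In the 12-week cohort they comprised 0 gained and 1 lost H3K4me3 promoter, 6 gained and 45 lost H3K27me3 promoters, 1 gained and 38 lost H3K27ac promoters, and 0 gained and 6 lost H3K4me1 regions. In the 25-week cohort there were 93 gained and 10 lost for H3K4me3, 16 and 25 for H3K27me3, 26 and 3 for H3K27ac, and 48 and 133 for H3K4me1. Reassigning the weight-loss and control libraries gave at most 8 retained sites for H3K4me3 in the 25-week cohort against the 103 observed, 17 against 41 for H3K27me3, 19 against 29 for H3K27ac and 148 against 181 for H3K4me1. In the 12-week cohort the reassignment gave at most 27 against 1, 9 against 51, 62 against 39 and 7 against 6. With the treatment field in place of the titles, 7 H3K4me3 promoters were retained in the 25-week cohort instead of 103. The only site retained in both cohorts was the promoter of Ggta1 (chromosome 2, gene at 35400179 to 35463231, GRCm38), where H3K27me3 was present in 10 of 10 control libraries and 0 of 10 diet libraries.

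The persistence score asked whether sites changed in obese mice were still shifted in the weight-loss mice. It was 68.9 percentage points for H3K4me1 (exact permutation p = 0.005, two-sided, the smallest possible, adjusted over the 4 marks p = 0.0133), 57.9 for H3K27me3 (p = 0.01, adjusted p = 0.0133) and 54.4 for H3K27ac (p = 0.01, the smallest possible, adjusted p = 0.0133). For these 3 marks every weight-loss library lay above every age-matched control library. In the 12-week and 25-week cohorts taken alone, the scores were 45.9 and 91.8 for H3K4me1, 64.9 and 50.8 for H3K27me3, and 45.8 and 63.0 for H3K27ac, where the smallest exact permutation p is 0.1. The H3K4me3 score was 37.1 (exact permutation p = 0.105, adjusted p = 0.105), with -1.70 in the 12-week cohort, where only 1 gained promoter entered, and 76.0 in the 25-week cohort. Under the treatment field in place of the titles the H3K4me3 score was -10.6 (exact permutation p = 0.6), with equal numbers of peaks 55.4 (exact permutation p = 0.015), and without CC_s replicate 1 it was 43.4 (exact permutation p = 0.04).

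The shares behind the scores differed in size between marks and cohorts. Of the distal H3K4me1 regions gained in HH, 60.6% ± 13.4 (SD, n = 3) were marked in HHC and 10.0% ± 2.97 (SD, n = 2) in CCC, and of those lost in HH, 18.8% ± 20.9 and 60.04% ± 31.7. Of the H3K27me3 promoters lost in H, 45.4% ± 20.3 (SD, n = 3) were marked in HC and 86.8% ± 3.51 (SD, n = 3) in CC_s. H3K4me3 promoters gained in HH were marked in 76.4% ± 4.70 (SD, n = 3) of cases in HHC and 25.0% ± 5.89 (SD, n = 2) in CCC. Other parts were small against their spread. H3K27ac promoters lost in HH were marked in 40.5% ± 16.1 (SD, n = 3) in HHC and 46.6% ± 46.6 (SD, n = 2) in CCC. H3K4me1 regions gained in H were marked in 31.3% ± 13.5 (SD, n = 3) in HC and 22.3% ± 21.4 (SD, n = 3) in CC_s. H3K4me3 promoters lost in H were marked in 37.98% ± 16.5 (SD, n = 3) in HC and 36.3% ± 32.03 (SD, n = 3) in CC_s.

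**Figure D2:**
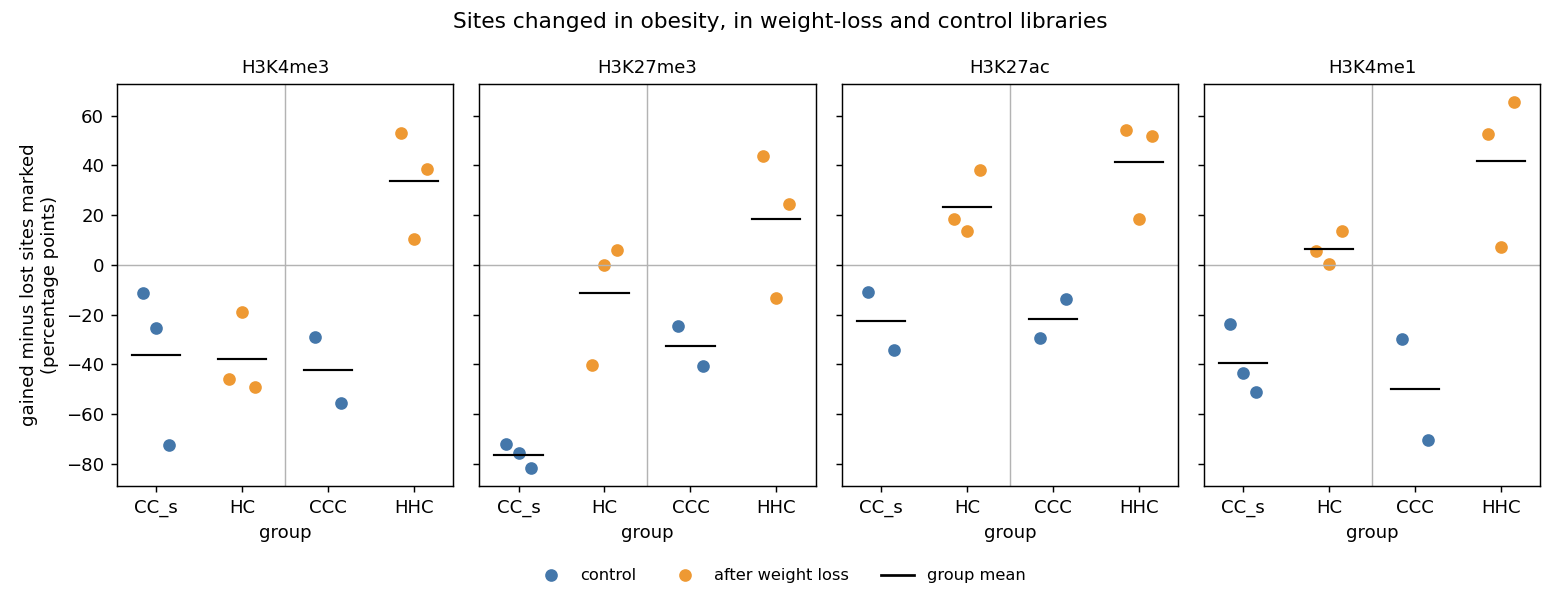
Share of the sites gained in obese mice that carried the mark minus the share of the lost sites that did, in percentage points (vertical axis), in weight-loss and age-matched control libraries (horizontal axis), with 1 point per library and a line at the group mean. For H3K27me3, H3K27ac and H3K4me1 the weight-loss libraries lie above their controls in both cohorts, and for H3K4me3 in the 25-week cohort alone.

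H3K27ac was then measured at the distal H3K4me1 regions gained in obese mice. These regions were taken whether or not the mark was kept after weight loss, so the set is wider than the new enhancers of the study. In libraries of obese mice 18.2 percentage points more of the gained distal H3K4me1 regions had an H3K27ac peak than in controls (exact permutation p = 0.055, adjusted p = 0.055), and after weight loss 20.4 points more (exact permutation p = 0.02, adjusted p = 0.04). In the 25-week cohort the shares were 30.5% ± 22.8 (SD, n = 3) in HH, 5.14% ± 5.29 (SD, n = 2) in CC_l, 36.6% ± 17.9 (SD, n = 3) in HHC and 3.74% ± 5.29 (SD, n = 2) in CCC, and every HHC and HC library lay above every age-matched control. With equal numbers of peaks the difference was 4.50 points in obese mice (exact permutation p = 0.1) and 1.34 after weight loss (exact permutation p = 0.56). Without CCC replicate 3 the latter was 18.6 points (exact permutation p = 0.15). Over the lost regions the difference was -32.0 points in obese mice (exact permutation p = 0.005, the smallest possible) and -14.0 after weight loss (exact permutation p = 0.07). The regions had been chosen by the same division into obese and control mice, and the marks were assayed in the same animals according to the study, which the permutation test in obese mice does not take into account.

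A list of 6 promoters fixed in advance (Gpam, Cyp2e1, Acacb, Icam1, Lyz2 and Tyrobp) was examined by the presence of a peak, which has no error of its own beyond the libraries counted. At Cyp2e1 (chromosome 7, gene at 140763739 to 140774987) H3K4me3 was present in 3 of 3 C, 1 of 3 H, 3 of 3 CC_s and 0 of 3 HC libraries, and H3K27ac in 3 of 3 C, 0 of 3 H, 2 of 2 CC_s and 1 of 3 HC. In the 25-week cohort H3K4me3 was present in 2 of 2 CC_l, 2 of 2 HH, 2 of 2 CCC and 2 of 3 HHC. H3K27ac was present there in 2 of 2 CC_l, 2 of 3 HH, 2 of 2 CCC and 2 of 3 HHC. No H3K27me3 peak was listed at Cyp2e1 in 20 libraries. Gpam (chromosome 19, 55067268 to 55127238) had H3K4me3 in 21 of 21 libraries and H3K27me3 in 1 of 20, an HHC library. Acacb (chromosome 5, 114146535 to 114250761) had H3K4me3 in 20 of 21 and H3K27me3 in 2 of 20, both HHC. At Icam1 (chromosome 9, 21015985 to 21028817) H3K27me3 was present in 3 of 3 C, 0 of 2 H, 3 of 3 CC_s and 1 of 3 HC, and in 2 of 2 CC_l, 2 of 2 HH, 2 of 2 CCC and 0 of 3 HHC. H3K4me3 at Lyz2 (chromosome 10, 117277331 to 117282321) was present in 7 of 21 libraries, which were 2 of 3 H, 2 of 2 HH and 3 of 3 HHC, and H3K27ac in 3 of 21, which were 1 of 3 H, 1 of 2 CCC and 1 of 3 HHC. At Tyrobp (chromosome 7, 30413760 to 30417585) H3K27ac was present in 8 of 21 libraries, which were 2 of 3 H, 1 of 3 HC, 3 of 3 HH and 2 of 3 HHC. H3K4me3 was present there in 12 of 21, with 1 of 3 C, 2 of 2 CC_l and 1 of 2 CCC libraries among them. H3K27me3 was present at Tyrobp in 11 of 20, with 0 of 2 H, 0 of 3 HC and 2 of 3 HHC. H3K27ac at Icam1 was present in 8 of 21, which were 1 of 3 H, 1 of 3 HC, 1 of 2 CC_l, 2 of 3 HH and 3 of 3 HHC.

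**Figure D3:**
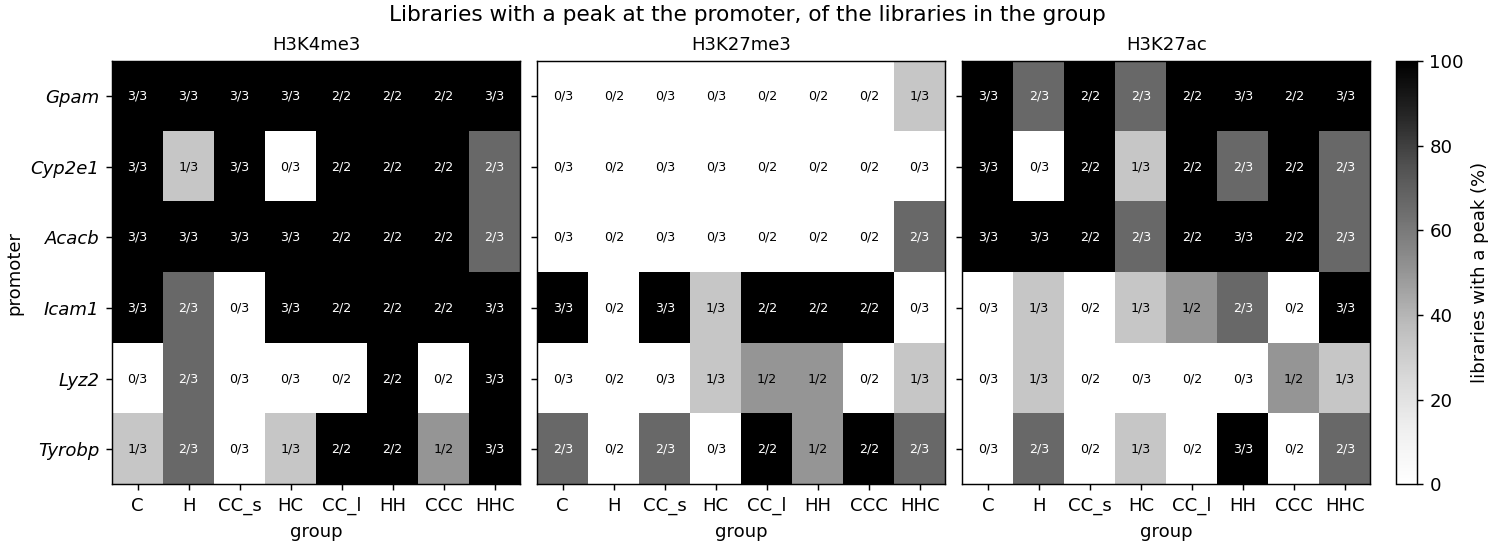
Number of libraries with a peak at the promoter over the number of libraries in the group, for 6 promoters (vertical axis) in 8 groups (horizontal axis) and 3 marks, shaded by the share in percent. Gpam carries H3K4me3 in 21 of 21 libraries, and Lyz2 in 7 of 21, all of them H, HH or HHC.

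The retained promoters with the largest differences were found mostly in the 25-week cohort. H3K4me3 was gained there at Ptprc (chromosome 1), Arhgap15 (chromosome 2), Adgrl4 (chromosome 3) and Gm5431 (chromosome 11), and lost at Lrtm1 (chromosome 14) and Adamts19 (chromosome 18), while Cldn24 (chromosome 8), whose promoter window overlaps that of Cldn22, lost it in the 12-week cohort. H3K27me3 was gained at Dixdc1 (chromosome 9) and Eppk1 (chromosome 15) in the 25-week and at Mlxipl (chromosome 5) and Fst (chromosome 13) in the 12-week cohort. Besides Ggta1 it was lost at Rcsd1 (chromosome 1), B230104I21Rik (chromosome 4) and Gm10160 (chromosome 7), which shares its window with Tm6sf1, in the 25-week cohort. H3K27ac was gained at Pcdh1 (chromosome 18), Spc25 and Fmn1 (chromosome 2) and Tlr6 (chromosome 5) and lost at Ntsr2 (chromosome 12) and Olfm5 (chromosome 7) in the 25-week cohort, and lost at Ptges (chromosome 2) and Nat8f7 (chromosome 6) in the 12-week cohort. At Dixdc1, H3K27me3 was present in 0 of 10 control libraries and in 2 of 2 H, 2 of 3 HC, 2 of 2 HH and 3 of 3 HHC libraries. At Pcdh1, H3K27ac was present in no control library and in 2 of 3 H, 3 of 3 HC, 3 of 3 HH and 3 of 3 HHC libraries.

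Among distal H3K4me1 regions, those gained in the 25-week cohort lay in introns of Ncoa2 (chromosome 1, 13339586 to 13344178) and Mdfic (chromosome 6, 15757699 to 15760064), and between genes at chromosome 2, 103899323 to 103904836, 53159 bp from the nearest TSS, that of Lmo2, and at chromosome 6, 100188468 to 100198463, 89022 bp from that of Rybp. Those lost lay over exons of Tgm3 (chromosome 2, 130038431 to 130041416) and Wwc2 (chromosome 8, 47830065 to 47833624) and in an intron of Srpk2 (chromosome 5, 23654410 to 23656437) in the 25-week cohort, and in an intron of Tenm4 (chromosome 7, 96522037 to 96525960) in the 12-week cohort.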

Values the study reported

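The study compared read counts at promoters and enhancers between groups. It reported 1,475 promoters with a differential H3K4me3 level in H mice and 1,094 in HC mice, most of them with an increase. For H3K4me1 at enhancers it gave 4,255 differential regions in H, 3,237 in HH, 3,439 in HC and 6,589 in HHC. Of these, 848 stayed altered from H to HC and 857 from HH to HHC.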

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

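The tests of peak width, of differences between cohorts, of the mitochondrial share and of their explanations were chosen after the values had been seen.

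Of 50 differences between the 12-week and 25-week cohorts tested by permuting labels within each cohort, 7 had an exact permutation p under 0.05, where chance gives about 2.5. The cohorts differ in length of diet and in age, and it is not stated whether their libraries were prepared together. Length of diet, age and library preparation cannot be told apart in any of these differences, and their p-values were not adjusted.

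Peak width differed between cohorts in 3 cases. The log2 difference in median width between weight-loss and control libraries was -0.88 in the 12-week and 0.26 in the 25-week cohort for H3K27me3 (exact permutation p = 0.005 for the difference between cohorts, the smallest possible), and -0.78 and 0.36 for H3K27ac (exact permutation p = 0.03). Between obese and control libraries it was -0.63 and 0.32 for H3K4me3 (exact permutation p = 0.0167, the smallest possible). Different numbers of peaks between libraries were tested with lists of equal length, in which the differences between cohorts had exact permutation p-values of 0.005, 0.02 and 0.0167, so peak number alone does not account for them. Sequencing depth stays open because read totals were not used, as do library preparation and the longer diet. Covered base pairs, which follow from peak number and width, also differed between cohorts in 2 of these cases. The log2 differences were -1.29 and 0.28 for H3K27me3 after weight loss (exact permutation p = 0.005) and -1.14 and 0.38 for H3K4me3 in obese mice (exact permutation p = 0.0167). The H3K27ac width value rests in part on CCC replicate 3, which had 14917 peaks against 32907 in CCC replicate 1. Without CCC replicate 1 the H3K27ac width difference averaged over cohorts was 0.00 and without CCC replicate 3 it was -0.43, against -0.21 with both.

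The similarity of H3K27me3 weight-loss libraries to obese over control libraries was -0.0240 in the 12-week and 0.0321 in the 25-week cohort (exact permutation p = 0.0167 for the difference between cohorts). With equal numbers of peaks, each reduced to equal windows around its summit, the exact permutation p was 0.25, so that different peak numbers and widths between libraries are a candidate explanation. A p-value above the threshold does not show that the difference was absent, and the windows hold far fewer base pairs, so the test does not decide.

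The number of H3K4me1 peaks in obese against control libraries was higher by 0.38 on the log2 scale in the 12-week cohort and changed by -0.04 in the 25-week cohort (exact permutation p = 0.015 for the difference between cohorts). The 3 C libraries held between 18477 and 18764 peaks, and 3 of 3 H libraries lay above them. Sequencing depth may contribute. The smallest total signal of a listed peak, which depends on depth, gave an exact permutation p of 0.69 for the same difference between cohorts, but it also depends on peak width and cannot exclude depth.

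Mitochondrial DNA carries no histones, and its peak was outside the main comparisons. Its share of the summed peak signal was higher in diet libraries in 8 of 8 tests. According to the study the marks were assayed in nuclei of the same fat depots. The tests of different marks therefore share animals and are not independent. In obese against control libraries it was higher by 0.572 percentage points for H3K4me3, 0.938 for H3K27me3, 0.726 for H3K27ac and 1.305 for H3K4me1, and in weight-loss against control libraries by 0.406, 0.363, 0.477 and 1.08. The exact permutation p-values lay between 0.005 and 0.025, and the values adjusted over the 8 tests between 0.02 and 0.025. The H3K4me3 share was 0.982% ± 0.0690 in H (SD, n = 3) and 0.240% ± 0.0965 in C (SD, n = 3). The groups did not overlap within either cohort in 7 of the 8 tests, the exception being H3K4me3 in HC and CC_s. Leaving out single control libraries, which lowers the number of possible splits, moved p to 0.0875 for H3K4me3 after weight loss without CCC replicate 1 or CCC replicate 3, to 0.0556, the smallest then possible, for H3K27me3 in obese mice without any 1 C library, to 0.138 and 0.175 for H3K4me1 in obese mice without CC_l replicate 1 or 2, and to 0.05 for H3K4me1 after weight loss without any 1 CC_s library. Without HC replicate 3 the H3K4me1 difference after weight loss was 0.607 and without HH replicate 1 that in obese mice was 0.886.

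A share of summed signal moves with how much was called, and lists of obese 12-week libraries cover less of the genome (14.6 Mb in H against 46.4 Mb in C for H3K27ac). Fewer nuclear base pairs in the lists were tested by the coverage per base pair of the mitochondrial peak over that of nuclear peaks. This ratio was higher in diet libraries with an exact permutation p under 0.05 in 4 of 4 tests of H3K4me3 and H3K4me1, with log2 differences from 1.43 to 2.25, which the smaller lists alone do not give. For the H3K27 marks the exact permutation p was 0.0333 for H3K27me3 in obese mice, 0.13 for H3K27me3 after weight loss, 0.105 for H3K27ac in obese mice and 0.02 for H3K27ac after weight loss. Within the 25-week cohort every diet library had a higher ratio than every age-matched control in 4 of 4 comparisons of these marks, where no exact permutation p can be under 0.1, and HHC lists covered more and not fewer base pairs than CCC lists (at least 78.0 against at most 70.4 Mb for H3K27me3, and 94.8 against 94.3 Mb for H3K27ac), so the size of the lists does not account for the higher share in HHC. The HH lists covered less on average than the CC_l lists (75.5 against 89.5 Mb for H3K27me3, and 80.9 against 83.2 Mb for H3K27ac), and in HH the ratio alone argues against this explanation. Within the 12-week cohort every diet library had the higher ratio in 1 of 4 comparisons. This was H3K27me3 in H against C (lowest H ratio 17.2, highest C ratio 13.8). There, as in HH, the ratio alone argues against this explanation. In the other comparisons of the 12-week cohort the ratios of single libraries overlapped. In those, fewer nuclear base pairs in the lists of obese and weight-loss libraries cannot be told apart from a real rise. A rise in mitochondrial fragments may come from nuclei less well separated from cytoplasm, from other cells, or from more mitochondrial DNA per cell, and these were not tested against each other.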

How the results depend on the processing

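The tests of peak width and of the mitochondrial share, their equal-number lists and the equal windows around summits were chosen after the results had been seen. The other tests in this part were not.

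The persistence scores of 3 marks kept their direction in every setting. Without 1 library at a time the score ran from 38.9 (without CC_l replicate 2) to 65.8 (without HHC replicate 2) for H3K27me3, from 34.8 (without HH replicate 1) to 60.3 (without CC_s replicate 1) for H3K27ac and from 54.4 (without CC_l replicate 2) to 79.0 (without CCC replicate 1) for H3K4me1, with exact permutation p-values of at most 0.025, 0.03 and 0.0167. The H3K4me3 score ran from 11.4 (without CC_l replicate 2) to 45.1 (without H replicate 3), and passed the threshold without CC_s replicate 1 (43.4, exact permutation p = 0.04), with equal numbers of peaks (55.4, exact permutation p = 0.015) and with equal windows around summits (49.4, exact permutation p = 0.015). With the treatment field it was -10.6 (exact permutation p = 0.6). It had no value with the top 50% of peaks or with 20% of a site covered, where no promoter was gained in H. Coverage of 20% took the H3K27ac score to 37.8 (exact permutation p = 0.09). The cause was not tested, here or for the other changes in this part, except where the construction of a rule shows it.

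A replicate block was run because the replicate numbers recur across groups, although 36 pairs of equal numbers correlated by -0.185 to 0.217 only and in 0 of 16 comparisons were all pairs above 0.1. The persistence scores were 65.8 (H3K27me3), 56.5 (H3K27ac) and 77.5 (H3K4me1), with exact permutation p-values of 0.0625, 0.125 and 0.0625, each the smallest the replicate block allows. It also turned the log2 difference in H3K27me3 peak number of obese libraries to 0.0811, and the similarity to -0.0115 for H3K27me3 and -0.0125 for H3K4me1 (exact permutation p = 0.5 for each).

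H3K27ac at gained H3K4me1 regions depended on the setting. After weight loss the difference was 1.34 points with equal numbers of peaks (exact permutation p = 0.56) and 17.1 with 20% coverage (exact permutation p = 0.05). Without 1 library at a time it ran from 12.8 (without H3K4me1 HH replicate 1) to 24.6 (without HHC replicate 2). It no longer passed without H3K27ac CCC replicate 1 (22.3), CCC replicate 3 (18.6), HC replicate 2 or HC replicate 3 (19.7 each) or without H3K4me1 H replicate 3 (21.1), with exact permutation p-values from 0.05 to 0.15. Without CC_s replicate 1 (21.1) or CC_s replicate 2 (19.8) no exact permutation p under 0.05 was possible. In obese mice it was 4.50 with equal numbers of peaks (exact permutation p = 0.1) and 12.9 with 20% coverage (exact permutation p = 0.115). Without 1 library it ran from 11.9 (without H3K27ac HH replicate 1) to 23.03 (without HH replicate 3), and passed without either of these, without H3K27ac HH replicate 2 (19.6) or H replicate 3 (20.7), or without H3K4me1 HH replicate 1 (16.1) or CC_l replicate 2 (16.4), with exact permutation p-values from 0.01 to 0.045.

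The share of peaks at promoters changed with several settings. Windows of 500 bp gave -0.875 points for H3K27me3 in obese mice (exact permutation p = 0.4) and -0.663 after weight loss (exact permutation p = 0.65), -0.0355 for H3K27ac in obese mice (exact permutation p = 0.95) and 1.69 for H3K4me1 after weight loss (exact permutation p = 0.17). Equal numbers of peaks gave -0.532 for H3K4me3 in obese mice (exact permutation p = 0.983) and 2.39 after weight loss (exact permutation p = 0.035), 4.55 for H3K27ac in obese mice (exact permutation p = 0.275) and 9.59 after weight loss (exact permutation p = 0.13, against 1.44 without this change), and 4.36 for H3K4me1 after weight loss (exact permutation p = 0.05). Without 1 library at a time, H3K4me3 ran from 5.33 (without H replicate 3) to 10.9 (without CC_l replicate 1, exact permutation p = 0.0333) in obese mice and from -5.13 (without CC_s replicate 3) to 1.93 (without CC_s replicate 1) after weight loss. H3K27me3 in obese mice ran from 1.66 (without CC_l replicate 2) to 3.47 (without CC_l replicate 1, exact permutation p = 0.0333). H3K27ac ran from 1.45 (without H replicate 2) to 2.80 (without H replicate 1) in obese mice, where the omission of any of 10 libraries gave an exact permutation p from 0.05 to 0.16, and from -0.0606 (without CCC replicate 3) to 2.94 (without CCC replicate 1) after weight loss. H3K4me1 after weight loss ran from 2.53 (without HC replicate 3) to 4.41 (without HC replicate 2), and no longer passed without any of 8 libraries.

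For similarity, all controls of the cohort gave -0.00494 for H3K27me3 (permutation p = 0.776) and -0.00557 for H3K4me1 (permutation p = 0.806), equal numbers of peaks -0.00477 for H3K4me1 (exact permutation p = 0.88) and the treatment field -0.0311 for H3K4me3 (exact permutation p = 0.233). Without 1 library it ran from -0.00518 (without HC replicate 3) to 0.0228 (without H replicate 3) for H3K4me3, from -0.0104 (without HH replicate 2) to 0.0186 (without HH replicate 3) for H3K27me3, from -0.0295 (without CCC replicate 3) to 0.0958 (without CCC replicate 1) for H3K27ac and from -0.0138 (without HC replicate 3) to 0.0229 (without HH replicate 1) for H3K4me1.

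Merging peaks under 1000 bp apart gave a log2 difference in H3K27me3 peak number after weight loss of 0.0231 (exact permutation p = 0.87). Without 1 library, log2 peak number ran from -0.0949 (without C replicate 2) to 0.0213 (without C replicate 3) for H3K27me3 in obese mice, and after weight loss from -0.14 (without HC replicate 3) to 0.0307 (without HC replicate 2) for H3K27me3, from 0.15 (without CC_s replicate 1) to 0.36 (without CC_s replicate 3) for H3K4me3 and from 0.0936 (without CC_s replicate 1) to 0.32 (without CC_s replicate 3) for H3K4me1. Log2 peak width after weight loss ran from -0.43 (without CCC replicate 3) to 0.00376 (without CCC replicate 1) for H3K27ac and from -0.35 (without HC replicate 1) to 0.00822 (without HC replicate 3) for H3K4me1.

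Counts of gained and lost sites are given in the order H, HC, HH and HHC. All controls of the cohort lowered every count by construction, to 33, 4, 238 and 204 for H3K4me3, 474, 91, 226 and 135 for H3K27me3, 186, 86, 61 and 193 for H3K27ac, and 79, 26, 494 and 481 for H3K4me1. Coverage of 20% gave 647 and 40 for H3K4me3 and 1655 and 436 for H3K27ac in H and HC. Equal numbers of peaks gave 268 for H3K27ac in HC (134 gained, 134 lost) and 79 and 52 for H3K4me1 in H and HC. The top 50% of peaks gave 38 for H3K4me3 in HC and 36, 8, 230 and 149 for H3K4me1. The treatment field gave 250 and 125 for H3K4me3 in HH and HHC.

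Without 1 library more sites meet the all-or-none rule by construction. The counts ran from 395 to 635 (without H replicate 2), 81 to 406 (without CC_s replicate 3), 634 to 1216 (without CC_l replicate 2) and 469 to 650 (without HHC replicate 2) for H3K4me3, from 790 to 1473 (without H replicate 2), 283 to 519 (without HC replicate 1), 1173 to 1523 (without CC_l replicate 2) and 643 to 1135 (without HHC replicate 2) for H3K27me3, from 534 to 1219 (without H replicate 1), 360 to 647 (without CC_s replicate 2), 297 to 744 (without CC_l replicate 2) and 614 to 6289 (without CCC replicate 1) for H3K27ac, and from 266 to 772 (without H replicate 3), 118 to 366 (without CC_s replicate 1), 1339 to 2822 (without CC_l replicate 1) and 1087 to 3047 (without HHC replicate 2) for H3K4me1.

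Using all controls of the cohort cannot change a retained count. Of 33 retained counts under the other settings 19 stayed within a factor of 1.5. The top 50% of peaks gave 29 for H3K4me1 instead of 181 and 170 for H3K4me3 instead of 103 in the 25-week cohort. Coverage of 20% gave 161 for H3K27ac instead of 39 and 117 for H3K27me3 instead of 51 in the 12-week cohort, and equal numbers of peaks gave 17 for H3K4me3 instead of 1. Of 72 values at the named promoters 38 moved and 0 changed sign, and of 120 at the named sites 86 moved and 0 changed sign. The mitochondrial share kept direction and threshold in 8 of 8 tests with equal numbers of peaks. Equal windows were not run for distal H3K4me1 regions, nor windows of 500 bp for the named H3K4me1 regions.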

Other observations

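The tests of splits, of equal windows, of transfer between cohorts, of H3K27me3 on the marker lists and at gained H3K4me3 promoters, of lists rising alike, of the treatment field and of exchanged animals were chosen after the values had been seen, while the H3K4me3 and H3K27ac marker tests and the equal-number lists were not.

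For H3K4me3, 374 promoters were gained or lost in H and 74 in HC. Both are lower than the values quoted from the study above, and in H the losses prevailed (1 gained, 373 lost), opposite to the direction quoted, while in HC the gains prevailed (70 gained, 4 lost). A gain in H required a peak in H replicate 3, which held 11249 peaks against 20974 and 23137 in the other H libraries. The direction in H therefore rests in part on this library. With equal numbers of peaks, 23 were gained and 297 lost in H, and 46 gained and 50 lost in HC. Distal H3K4me1 regions gained or lost numbered 216 in H, 1105 in HH, 84 in HC and 881 in HHC, and 6 and 181 were retained in the 12-week and 25-week cohorts. Each of these is lower than the value quoted from the study above. Presence of a peak in every or no library is another measure than a difference in read counts.

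For 6 comparisons of 3 against 3 libraries, all 10 splits of the libraries were counted, a number that cannot exclude chance at 0.05. The diet split gave 374 H3K4me3 promoters in H against C (highest other split 45), 217 H3K27me3 promoters in HC against CC_s (61), 455 H3K27ac promoters in H against C (200) and 216 H3K4me1 regions in H against C (47), and in each of these only 1 of the 10 splits gave as many. In HC against CC_s, 3 of 10 splits gave at least the observed 74 H3K4me3 promoters (highest other 269) and 3 of 10 at least the observed 84 H3K4me1 regions (highest other 133).

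Persistence scores above 0 for H3K27me3, H3K27ac and H3K4me1 were tested against technical explanations. Different numbers of peaks between libraries would bring the score to about 0 in lists of equal length, where it was 57.7, 61.1 and 73.3 points (exact permutation p = 0.01, 0.01 and 0.005). Peak width was tested with equal windows around each summit, which gave 52.4 for H3K27me3 (exact permutation p = 0.005) and 58.2 for H3K27ac (exact permutation p = 0.01). For distal H3K4me1 regions the width of a peak cannot change a call by construction, and no such test was possible. A library property of 1 cohort alone would not carry over to sites chosen in the other cohort. At those sites the difference between weight-loss and control libraries was 51.6 points for H3K27me3 (exact permutation p = 0.01, adjusted over 8 tests p = 0.0267), 32.4 for H3K27ac (exact permutation p = 0.03, adjusted p = 0.0343) and 47.6 for H3K4me1 (exact permutation p = 0.015, adjusted p = 0.0267). These values argue against each of the 3 explanations as the whole cause. The same test for H3K4me3 (64.8 points, exact permutation p = 0.005) used a 12-week set with 1 gained promoter and carries little weight.

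A property shared by obese and weight-loss samples of both cohorts stays open. Other cells or carried-over material in obese and weight-loss samples of both cohorts may shift marked sites in the same direction in both. The mitochondrial share of peak signal was higher in diet libraries in 8 of 8 tests, which share animals between marks, so the libraries may have differed in more than the marks. For the H3K27 marks of the 12-week cohort, except H3K27me3 in H, this rise may also come from smaller lists. With the equal-number scores of 57.7 to 73.3 points unexplained by peak number, retained chromatin states in the adipocytes and a retained difference in the purified material cannot be told apart here.

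Marker lists bear on nuclei of other cells. After weight loss, the share of list promoters with H3K4me3 was higher than in controls by 50 points for lymphocyte (exact permutation p = 0.01, the smallest possible), 36.1 for endothelial (exact permutation p = 0.02) and 31.9 for macrophage genes (exact permutation p = 0.03). None held after adjustment over the 36 tests of the 9 lists in H3K4me3 and H3K27ac, where the smallest adjusted p was 0.36. H3K27ac after weight loss moved the same 3 lists by 24.4 (exact permutation p = 0.19), 29.2 (exact permutation p = 0.14) and 18.6 points (exact permutation p = 0.33). In obese mice the H3K4me3 differences were 14.7 (exact permutation p = 0.333, with -12.8 in the 12-week cohort), 29.2 (exact permutation p = 0.25) and 37.7 points (exact permutation p = 0.0667), and the mesothelial and neuron lists fell by 20.8 and 17.7 points (exact permutation p = 0.05 for each, the smallest possible). With equal numbers of peaks these were -10.4 (exact permutation p = 0.2) and 0 points (exact permutation p = 1). After weight loss the other H3K4me3 lists moved by 15.3 (mural), 12.5 (epithelial), 4.17 (mesothelial), 4.17 (neuron), 0.833 (progenitor) and -10.2 points (adipocyte), with exact permutation p-values from 0.17 to 0.975. With equal numbers of peaks the mural and epithelial lists moved by -1.39 and 0 points (exact permutation p = 0.94 and 1). Some of the macrophage and adipocyte genes are also examples named in the study, so these lists were not fully independent of it. The lymphocyte share was 92.3% ± 7.69 (SD, n = 3) in HHC and 7.69% in both CCC libraries, against 17.9% ± 11.8 (SD, n = 3) in HC and 2.56% ± 4.44 (SD, n = 3) in CC_s, and 9 of its 13 promoters were marked in every HHC and no CCC library. Without HHC replicate 1 the macrophage exact permutation p was 0.1.

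For the lymphocyte list, different numbers of peaks between libraries were tested with equal-number lists, which gave 39.7 points (exact permutation p = 0.02). The same lists gave 19.1 points for macrophage (exact permutation p = 0.14) and 22.2 for endothelial genes (exact permutation p = 0.07). A lower share of adipocyte nuclei with all other cell types rising alike would move the lists together. Among the 4 lists below 50% in both control groups (lymphocyte, macrophage, endothelial and mesothelial), the highest rose by 26.0 points more than the mean of the others (permutation p = 0.11, with the highest list chosen anew in each permutation), which decides nothing over both cohorts together. In the 25-week cohort, however, the lymphocyte list rose by 91.7% ± 8.33 (SD, n = 3) of the room above its control mean and the mesothelial list by 5.56% ± 9.62 (SD, n = 3) of its room. The ranges of the libraries were apart for 2 of the 3 other lists, narrowly for macrophage genes. The lymphocyte list had been singled out as the highest in these same libraries. The presence of a peak also need not follow the share of nuclei alike in every list, so the comparison does not decide. In the 12-week cohort the ranges were apart for 0 of the 3 lists, and a rise of all other cell types alike stays open in both cohorts. Immune cell nuclei among the purified nuclei may be a candidate source. Other cells keep adipocyte genes under H3K27me3, and the share of adipocyte promoters with H3K27me3 was higher after weight loss by 21.8 points (exact permutation p = 0.04), which failed adjustment over 18 tests (adjusted p = 0.72) and had an exact permutation p of 0.0625 without CCC replicate 3. The test therefore leaves this source open, as well as immune genes marked in the adipocytes themselves. H3K4me3 at all 18 adipocyte promoters was present in every control library, so a modest admixture would not show there.

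The 288 promoters that gained H3K4me3 in HH against CC_l had H3K27me3 in 38.9% ± 4.42 (SD, n = 2) of cases in HH and 42.4% ± 6.87 (SD, n = 2) in CC_l, a difference of -3.47 points within overlapping ranges, against 20.8% ± 3.75 and 22.9% ± 2.78 at the 5944 promoters without H3K4me3 in any library. Adipocyte nuclei that keep H3K27me3 beside H3K4me3 from nuclei of other cells would give such values. A difference this small between groups of 2 libraries does not exclude a loss of H3K27me3, and the explanation stays open.

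The 4 H3K4me3 libraries with conflicting group labels were compared on the macrophage list. By title its share was 82.4% in both HH libraries and 29.4% and 35.3% in the CC_l libraries. By the treatment field HH minus CC_l was -26.5 points, opposite to the 29.4 points of the H3K27ac libraries, whose labels agree. The ranges by the treatment field overlapped (23.5% to 35.3% in HH, 29.4% to 82.4% in CC_l), and the difference rests on a single CC_l library. It therefore argues only weakly against the treatment field as the right group, under the assumption that both marks move alike. Under the same assumption the mitochondrial share argues against the treatment field too. By that field it was 0.123% and 0.125% in HH, and 0.526% and 0.636% in CC_l. In the other marks, whose labels agree, every HH library lay above every CC_l library. By title this held for H3K4me3 as well.

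At sites chosen in the 25-week cohort, H replicate 3 lay near the controls and HC replicate 3 near the other H libraries. At H3K4me1 regions chosen in the 25-week cohort, gained minus lost was 1.21 points in H replicate 3 against 47.4 and 47.2 in the other H libraries, and 31.8 in HC replicate 3 against -5.16 and 3.56 in the other HC libraries. An exchange of the H replicate 3 and HC replicate 3 animals is a candidate explanation. With these labels exchanged, 325 H3K4me1 regions were gained or lost in H against C instead of 216, and the H3K4me1 persistence score was 64.8 points (exact permutation p = 0.005). Under the exchange the counts of the other marks moved unevenly. H3K4me3 promoters became fewer (32 gained and 197 lost, instead of 1 and 373) with a persistence score of 46.9 (exact permutation p = 0.045), and H3K27ac promoters were 281 gained and 213 lost instead of 32 and 423, with a score of 53.4 (exact permutation p = 0.01). Mice that differ in their response to diet and weight loss would give the same values. H replicate 3 also held the fewest peaks of its mark for H3K4me3 (11249) and H3K27ac (12174). For H3K4me1, HC replicate 3 covered the least (16.2 Mb). The mitochondrial share of H replicate 3 was not near the controls. For H3K4me3 it was 0.977%, against at most 0.348% in C, and for H3K4me1 1.16% against 0.678%. The files cannot decide between an exchange, differing mice and a property of these libraries.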
